# 1,4‐Dioxane‐degrading consortia can be enriched from uncontaminated soils: prevalence of *Mycobacterium* and soluble di‐iron monooxygenase genes

**DOI:** 10.1111/1751-7915.12850

**Published:** 2017-10-06

**Authors:** Ya He, Jacques Mathieu, Marcio L.B. da Silva, Mengyan Li, Pedro J.J. Alvarez

## Abstract

Two bacterial consortia were enriched from uncontaminated soil by virtue of their ability to grow on 1,4‐dioxane (dioxane) as a sole carbon and energy source. Their specific dioxane degradation rates at 30°C, pH = 7 (i.e. 5.7 to 7.1 g‐dioxane per g‐protein per day) were comparable to those of two dioxane‐metabolizing archetypes: *Pseudonocardia dioxanivorans* CB1190 and *Mycobacterium dioxanotrophicus* PH‐06. Based on 16S rRNA sequencing, *Mycobacterium* was the dominant genus. Acetylene inhibition tests suggest that dioxane degradation was mediated by monooxygenases. However, qPCR analyses targeting the tetrahydrofuran/dioxane monooxygenase gene (*thmA/dxmA*) (which is, to date, the only sequenced dioxane monooxygenase gene) were negative, indicating that other (as yet unknown) catabolic gene(s) were responsible. DNA sequence analyses also showed threefold to sevenfold enrichment of group 5 and group 6 soluble di‐iron monooxygenase (SDIMO) genes relative to the original soil samples. Whereas biodegradation of trace levels of dioxane is a common challenge at contaminated sites, both consortia degraded dioxane at low initial concentrations (300 μg l^−1^) below detectable levels (5 μg l^−1^) in bioaugmented microcosms prepared with impacted groundwater. Overall, this work shows that dioxane‐degrading bacteria (and the associated natural attenuation potential) exist even in some uncontaminated soils, and may be enriched to broaden bioaugmentation options for sites experiencing insufficient dioxane catabolic capacity.

## Introduction

1,4‐Dioxane (dioxane) is a cyclic ether that is widely used as a stabilizer for chlorinated solvents, especially for 1,1,1‐trichloroethane (1,1,1‐TCA). Dioxane can be present as a solvent in paints, as well as in cosmetics and detergents (Zenker *et al*., 2003; Mohr *et al*., 2010), and it was classified as a probable human carcinogen (Class B2) by the United States Environmental Protection Agency (U.S. EPA) (U.S.EPA, 2014). As a result, some states have limited dioxane concentrations in drinking water to ≤ 0.35 μg l^−1^ based on 1 × 10^−6^ cancer risk assessments (U.S.EPA, 2014). Removal of dioxane from contaminated sites is usually challenging because of the compound's physical and chemical characteristics, including extreme water miscibility, limited volatility and low tendency to be retarded by sorption (Zenker *et al*., 2003).

Different remediation strategies have been proposed to remediate dioxane‐impacted sites, including advanced oxidation processes (Ikehata *et al*., 2016), photocatalytic degradation (Barndõk *et al*., 2016), phytoremediation (Aitchison *et al*., 2000), bioaugmentation (Isaka *et al*., 2016) and biostimulation (Lippincott *et al*., 2015; Li *et al*., 2017). Among these approaches, advanced chemical oxidation may offer effective source zone treatment, but with relatively high energy consumption and operational costs. Conversely, biodegradation approaches (when applicable) are more economical and environmentally friendly, and can also lead to dioxane mineralization without the accumulation of toxic by‐products.

Although dioxane is relatively recalcitrant, a number of strains capable of degrading dioxane have been isolated (Table 1). Most of these strains degrade dioxane cometabolically [i.e. dioxane degradation is induced by another substrate, and it does not serve as carbon or energy source to support bacterial growth (Alvarez and Illman, 2006)]. Nearly all of these strains were isolated from wastewater treatment plants or dioxane‐impacted sites. However, the potential for encountering dioxane degraders in uncontaminated environments, which is important to assess the distribution and potential ubiquity of dioxane degraders and the associated natural attenuation potential, has not been reported in the literature.

**Table 1:** Bacteria capable of metabolizing or cometabolizing dioxane

Bacterial strain	Dioxane metabolism^a^	Cosubstrate	Inoculum source	References
*Rhodococcus ruber* 219	+	−	WWTP effluent	(Bernhardt and Diekmann, 1991)
*Pseudonocardia dioxanivorans* CB1190	+	−	Industrial sludge from a dioxane contaminated site	(Parales *et al*., 1994)
*Pseudonocardia benzenivorans* B5	+	−	Soil contaminated by various chlorinated, aromatic compounds	(Kämpfer and Kroppenstedt, 2004)
*Mycobacterium sp*. PH‐06	+	−	River sediment contaminated by dioxane	(Kim *et al*., 2009)
*Afipia* sp. D1	+	−	Soil samples near a dioxane producing factory	(Sei *et al*., 2013b)
*Mycobacterium* sp. D6	+	−	Same as above	(Sei *et al*., 2013b)
*Mycobacterium* sp. D11	+	−	Same as above	(Sei *et al*., 2013b)
*Pseudonocardia* sp. D17	+	−	Same as above	(Sei *et al*., 2013b)
*Acinetobacter baumannii* DD1	+	−	WWTP sludge	(Huang *et al*., 2014)
*Rhodanbacter* AYS5	+	−	Industrial sludge	(Pugazhendi *et al*., 2015)
*Xanthobacter flavus* DT8	+	−	Activated sludge of pharmaceutical plants	(Chen *et al*., 2016)
*Pseudonocardia tetrahydrofuranoxydans* sp. K1	−	Tetrahydrofuran	WWTP sludge	(Kohlweyer *et al*., 2000)
*Pseudonocardia* sp. ENV478	−	Tetrahydrofuran	Industrial wastewater treatment system	(Vainberg *et al*., 2006)
*Rhodococcus ruber* T1	−	Tetrahydrofuran	Landfill soil	(Sei *et al*., 2013a)
*Rhodococcus ruber* T5	−	Tetrahydrofuran	WWTP Sludge	(Sei *et al*., 2013a)
*Flavobacterium* sp.	−	Tetrahydrofuran	A contaminated groundwater plume	(Sun *et al*., 2011)
*Mycobacterium* sp. JOB5	−	Propane	Soil samples with hydrocarbons	(Ooyama and Foster, 1965)
*Mycobacterium sp*. ENV421	−	Propane	Turf soil enriched with propane	(Masuda, 2009)
*Rhodococcus ruber* ENV 425	−	Propane	Turf soil samples enriched with propane	(Steffan *et al*., 1997)
*Pseudomonas mendocina* KR1	−	Toluene	Algal‐bacterial mat from Colorado River in Austin	(Whited and Gibson, 1991)
*Rhodococcus* RR1	−	Toluene	Gasoline contaminated aquifer	(Stringfellow and Alvarez‐Cohen, 1999)
*Ralstonia pickettii* PKO1	−	Toluene	Soil microcosms amended with BTEX	(Kukor and Olsen, 1990)
*Burkholderia cepacia* G4	−	Toluene	Water and soil samples	(Nelson *et al*., 1986)
*Methylosinus trichosporium* OB3b	−	Methane	Mud, river and stream water, soil samples	(Whittenbury *et al*., 1970)

WWTP, wastewater treatment plant; BTEX, benzene, toluene, ethylbenzene and xylenes.

**a.** ’+’ and ‘−’ indicate this condition is applicable and not applicable respectively.

The critical role of monooxygenases in dioxane degradation has been emphasized by several studies (Mahendra and Alvarez‐Cohen, 2006; Kim *et al*., 2009), and one gene cluster that is responsible for dioxane degradation by *Pseudonocardia dioxanivorans* CB1190 has been identified and sequenced (i.e. *thmADBC*) (Sales *et al*., 2011). This gene cluster codes for dioxane monooxygenase, which is a soluble di‐iron monooxygenase (SDIMO) that initiates dioxane degradation (Grostern *et al*., 2012). SDIMOs are multicomponent bacterial enzymes that also catalyse the oxidation of various priority pollutants such as chlorinated solvents, aromatic hydrocarbons, alkanes and alkenes (Notomista *et al*., 2003). Therefore, investigating the presence and diversity of SDIMO genes in various environments is important to advance understanding of intrinsic bioremediation potential.

In this study, we describe the enrichment of two consortia from garden soils with no known previous exposure to dioxane. We compare their dioxane degradation capabilities with those of two archetype degraders [*Pseudonocardia dioxanivorans* CB1190 (Parales *et al*., 1994) and *Mycobacterium dioxanotrophicus* PH‐06 (Kim *et al*., 2009; He *et al*., 2017)]. Both high (500 mg l^−1^) and low (300 μg l^−1^) initial dioxane concentrations are considered to assess the performance of these consortia over a broad range of scenarios at impacted sites. We also examine the microbial communities before and after enrichment with dioxane through phylogenetic gene sequencing analyses, and investigate the suspected enzymes that initiate the degradation process using acetylene inactivation tests (Prior and Dalton, 1985), qPCR assays and SDIMO sequence analyses (Coleman *et al*., 2006).

## Results and discussion

### Dioxane degradation rates for both consortia were similar to those of two archetype degraders

Using surface soil samples (5 g) with no known history of dioxane exposure as bacterial seeds, two consortia were enriched over 3 months following 12 weekly cycles of 10‐fold serial dilution and growth in 100 ml of ammonium mineral salts (AMS) medium (Parales *et al*., 1994; Li *et al*., 2010) amended with 100 mg l^−1^ dioxane as sole carbon source. These two consortia were capable of degrading 500 mg l^−1^ dioxane (in AMS medium) as sole source of carbon and energy to non‐detect levels (< 5 μg l^−1^) within 1 week (Fig. 1), with a doubling time of approximately 24 h at 30°C and pH = 7. After normalizing rates to the biomass concentrations, the specific degradation rates were 7.12 ± 0.18 g‐dioxane per g‐protein per day for Consortium A and 5.68 ± 0.07 g‐dioxane per g‐protein per day for Consortium B. These rates are comparable to those of two archetype dioxane degraders, *Pseudonocardia dioxanivorans* CB1190 (6.21 ± 0.68 g‐dioxane per g‐protein per day) and *Mycobacterium dioxanotrophicus* PH‐06 (7.35 ± 0.20 g‐dioxane per g‐protein per day) (Fig. 1). For both consortia, dioxane removal was coupled to bacterial growth (cell yield coefficients were 0.11 g‐protein per g‐dioxane for Consortium A and 0.09 g‐protein per g‐dioxane for Consortium B) (Fig. 1), indicating metabolic (rather than cometabolic) degradation of dioxane as sole carbon and energy source.

**Figure 1:**
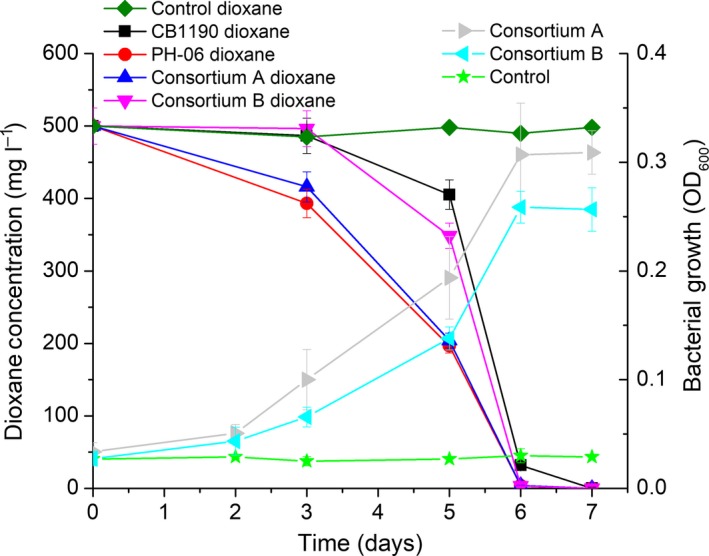
Dioxane degradation by enriched consortia and two archetypes (left) and concurrent growth of consortia (right). Experiments were conducted using AMS medium with an initial dioxane concentration of 500 mg l^−1^. The initial biomass densities (measured as protein content) were 25 mg l^−1^ for CB1190, 32 mg l^−1^ for PH‐06, 19 mg l^−1^ for Consortium A and 36 mg l^−1^ for Consortium B. The controls contained autoclaved bacteria.

Dioxane‐impacted groundwater from a site in Seattle, WA, that was not exhibiting intrinsic biodegradation capabilities was used to assess the potential of these consortia for bioaugmentation. Addition of both consortia (48 mg l^−1^ for Consortium A and 18 mg l^−1^ for Consortium B) resulted in dioxane removal below detection levels (< 5 μg l^−1^) within 3 days, even when the initial dioxane concentration was low (i.e. 300 μg l^−1^) (Fig. 2). This is an encouraging result because such low dioxane concentrations may represent a bioremediation challenge at impacted sites, as they might be insufficient to induce and/or sustain an active degrading indigenous population (Adamson *et al*., 2014; Rodriguez, 2016). The specific dioxane biodegradation rates of these two consortia (0.062 ± 0.003 g‐dioxane per g‐protein per day for Consortium A and 0.056 ± 0.003 g‐dioxane per g‐protein per day for Consortium B) are comparable with those of two archetype degraders (0.052 ± 0.002 g‐dioxane per g‐protein per day for CB1190 and 0.10 ± 0.005 g‐dioxane per g‐protein per day for PH‐06) when the initial dioxane concentration was similarly low.

**Figure 2:**
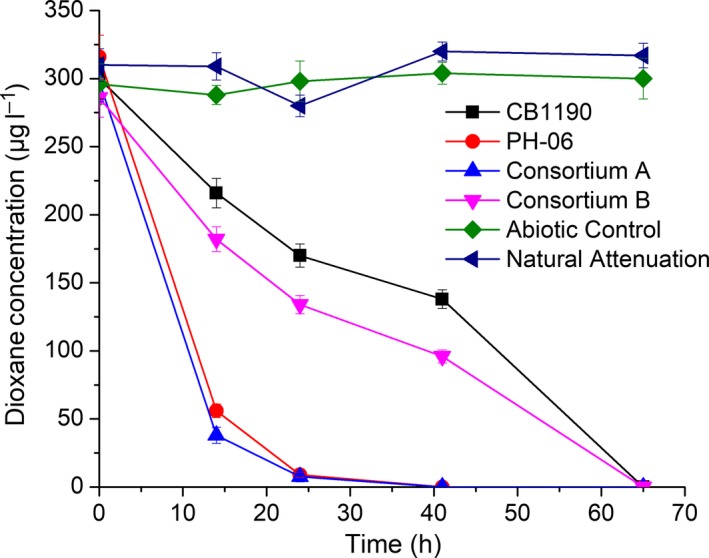
Dioxane degradation in various bioaugmented microcosms. Experiments were conducted using groundwater (initial dioxane concentration was 300 µg l^−1^) from a dioxane‐impacted site in Seattle, Washington, USA, T = 15°C. The added bacterial biomass measured as protein content was 20 mg l^−1^ for CB1190, 32 mg l^−1^ for PH‐06, 48 mg l^−1^ for Consortium A and 18 mg l^−1^ for Consortium B.

A key challenge to consider in bioaugmentation is the subsurface distribution of injected bacteria, which is hindered by filtration through the aquifer material – especially when the cultures aggregate. This is an important limitation for bioaugmentation with the archetype dioxane degraders CB1190 and PH‐06, which form clumps in suspension (Kim *et al*., 2009; Grostern *et al*., 2012). Interestingly, these two consortia do not clump as much as CB1190 and PH‐06 (Fig. S1), which could make them superior candidates for *in situ* bioaugmentation (i.e. easier perfusion through porous media) at sites where the indigenous dioxane biodegradation capacity is insufficient. Furthermore, this unprecedented enrichment of two consortia from uncontaminated soil based on their capability to grow on dioxane as sole carbon source indicates that pristine environments may harbour dioxane degraders and exhibit associated natural attenuation capacity.

Dioxane is a synthetic organic (rather than naturally occurring) compound to which the original soil biota had no known previous exposure. Thus, the observed metabolic capacity may seem counterintuitive. Nevertheless, all reported dioxane‐degrading bacteria can also degrade other cyclic ethers such as tetrahydrofuran (THF) and some naturally occurring compounds. For example, cyclic ethers containing 5‐ and 6‐membered rings are widespread in nature and are used in the biosynthesis of certain antibiotics (Rutkowski and Brzezinski, 2013; Martín *et al*., 2014), and the capacity to degrade these antibiotics may serve a protective role (Topp *et al*., 2013). Additionally, lactones, which can be intermediates of both dioxane and THF biodegradation (Bernhardt and Diekmann, 1991; Sales *et al*., 2013) (Fig. S2), are also commonly encountered in nature as chemical signals for bacterial communication (i.e. quorum sensing) (Keller and Surette, 2006). Many bacteria produce lactonases to degrade these signals and interrupt quorum sensing (Fig. S2), which enhances their ability to compete against the bacteria that produce them (Dong *et al*., 2001; Wang *et al*., 2004). This raises the possibility that biodegradation of simple cyclic ethers such as THF and dioxane (which are lactone precursors) may be a fortuitous result of backward evolution of catabolic pathways (Caetano‐Anollés *et al*., 2009). Specifically, we cannot rule out the possibility that if an organism is capable of growing on lactones that became depleted, this could impose selective pressure to transform other compounds (e.g. dioxane) into a lactone for enhanced survival.

### Microbial characterization in both dioxane‐degrading consortia

Phylogenetic analysis by 16S rRNA sequences revealed a decrease in microbial diversity after enrichment on dioxane. For Consortium A, the number of genera present decreased from 288 in the original soil samples to 47 genera after enrichment. The corresponding decrease in Consortium B was from 340 to 50. The dominant genus in the original soils samples was *Acidobacterium* (33% in Consortium A and 30% in Consortium B) (Table 2). After enrichment, the dominant genus in both consortia is *Mycobacterium* (56% in Consortium A and 49% in Consortium B) (Fig. 3). Enrichment significantly changed the microbial community structure. For example, the top three genera in the original soil samples disappeared, while the top 3 genera in enriched consortia were minor populations in the original soil samples (Table 2). The observed population shift with a clear predominance of *Mycobacterium* spp., suggests that some species from this genus were involved in dioxane biodegradation.

**Table 2:** Three most abundant genera before and after enrichment

Consortium A			Consortium B		
Genus name	Percentage (%)		Genus name	Percentage (%)	
	Before	After		Before	After
*Acidobacterium*	**31.9** a	0.00	*Acidobacterium*	**29.81**	0.00
*Pirellula*	**3.6**	0.00	*Chloroflexus*	**6.67**	0.00
*Holophaga*	**3.6**	0.00	*Dongia*	**2.56**	0.00
*Mycobacterium*	0.1	**56.0**	*Mycobacterium*	0.2	**48.8**
*Aminobacter*	0.04	**10.5**	*Chitinophaga*	0.01	**15.5**
*Ralstonia*	0.08	**5.9**	*Aminobacter*	0.03	**9.2**

a Figure in bold represents significant change before and after enrichment.

**Figure 3:**
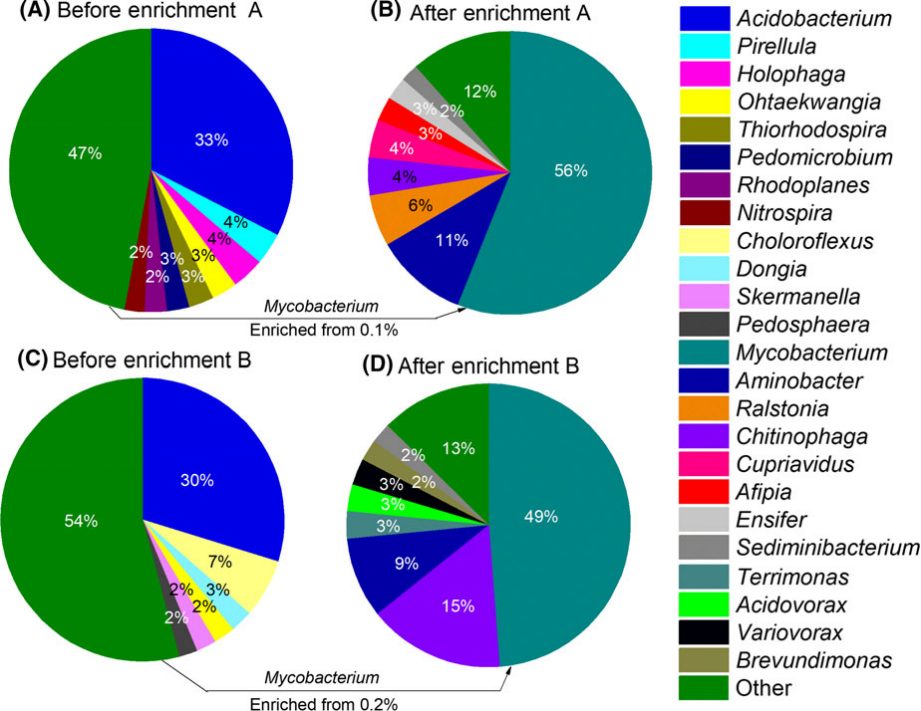
16S rRNA sequencing analyses of the two original soil samples and enriched consortia. The sum of all bacteria genera representing < 2% of total community is indicated as ‘Other’. These sequence data were submitted to the GenBank database under accession number SRP103870.

Various *Mycobacterium* strains capable of degrading dioxane metabolically or cometabolically have been previously isolated from environmental samples with known dioxane exposure history (Table 1). The predominance of *Mycobacterium* spp, in these consortia supports the notion that this is an important and commonly encountered genus of dioxane degraders. Furthermore, we show that *Mycobacterium* may be more prevalent in some environments than the more widely studied dioxane‐degrading actinomycetes belonging to *Pseudonocardia* and *Rhodococcus* genera.

Among other genera present that make at least 2% of these consortia (Fig. 3) (i.e. *Aminobacter* (10%), *Ralstonia* (6%), *Chitinophaga* (4%), *Cupriavidus* (4%), *Afipia* (3%), *Ensifer* (3%) and *Sediminibacterium* (2%) in Consortium A; *Chitinophaga* (16%), *Aminobacter* (9%), *Terrimonas* (3%), *Acidovorax* (3%), *Variovorax*(3%), *Brevundimonas* (2%) and *Sediminibacterium* (2%) in Consortium B), only *Afipia* encompasses a strain (i.e. *Afipia* sp. D1) that was reported to degrade dioxane as sole carbon and energy source (Sei *et al*., 2013b). *Aminobacter* and *Sediminibacterium* were the only genera that were enriched in both consortia, with *Aminobacter* reaching much higher abundance. It is still uncertain if and how the other genera identified in these consortia contribute to the biodegradation of dioxane and/or its potential by‐products. Our unsuccessful efforts to isolate dioxane‐degrading strains using the conventional enrichment and dilution to extinction approach (Xing *et al*., 2010) suggest that the dominant *Mycobacteria* and other coexisting bacterial species might constitute complex syntrophic communities.

### Acetylene inhibition test indicates the involvement of monooxygenases

Acetylene, a known monooxygenase inhibitor (Prior and Dalton, 1985), was used to determine whether monooxygenases could play a role in dioxane degradation by the two consortia. When exposed to 8% (v/v) of acetylene in headspace, dioxane removal significantly decreased (by > 90% over 7 days) compared to the untreated controls (Fig. S3). These results suggest that monooxygenases played a crucial role on dioxane degradation, likely catalysing the initial biotransformation steps. This corroborates previous reports about the importance of monooxygenases in initiating the aerobic degradation of dioxane (Mahendra and Alvarez‐Cohen, 2006; Li *et al*., 2013b). Therefore, information on the responsible monooxygenase genes can advance understanding and assessment/ of dioxane biodegradation and natural attenuation potential at contaminated sites.

### The thmA/dxmA biomarker was not detected in these two consortia

The acetylene inhibition test indicates the involvement of monooxygenases, although it is still unclear which specific monooxygenases initiated dioxane catabolism. Up to date, despite the successful isolation of numerous dioxane‐degrading bacteria in previous work (Table 1), little is known about the genetic basis for dioxane biodegradation. In fact, only one enzyme responsible for initiating dioxane metabolism has been discovered. This tetrahydrofuran monooxygenase/dioxane monooxygenase is encoded by the gene cluster *thmADBC*, which is located on plasmid pPSED02 in *Pseudonocardia dioxanivorans* CB1190 (Grostern *et al*., 2012; Sales *et al*., 2013). A primer/probe set for the *thmA/dxmA* biomarker designed to target the nucleotide sequence coding for the hydroxylase alpha subunit (i.e. the enzyme's active site) was shown to be an excellent indicator of dioxane degradation capacity (Li *et al*., 2013a), and no false positives have been observed. However, this *thmA/dxmA* biomarker was not detected in either of our two consortia using qPCR analysis (limit of detection = 12 copies per ng genomic DNA; 16S rRNA from the consortia and *thmA/dxmA* from CB1190 were used as positive controls, Fig. S4). Therefore, other monooxygenase genes were likely responsible for dioxane degradation in these consortia.

### The role of soluble di‐iron monooxygenase (SDIMO) on dioxane biodegradation

A nested PCR analysis using two degenerate primers to target the hydroxylase alpha subunit of SDIMOs (Coleman *et al*., 2006) was performed to gain insights into which enzymes were responsible for dioxane degradation by these consortia. SDIMOs were present in both consortia as indicated by agarose gel electrophoresis (Fig. S5).

Soluble di‐iron monooxygenases are divided into six groups, based on their subunit organization and composition, substrate specificity and sequence similarity (Coleman *et al*., 2006), and the only sequenced dioxane monooxygenase gene cluster to date (i.e. *thmADBC*) belongs to group 5 (Grostern *et al*., 2012). To gain insight about the specific SDIMOs harboured by these two consortia, the purified products obtained from the second PCR run were sequenced and compared to genes databases (NCBI) encompassing all of the currently reported SDIMOs. 

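The lists deposited for this experiment cover 4 libraries of nested PCR products, 1 from each original soil (Soil A and Soil B) and 1 from each consortium. The consortia were sampled after 12 cycles of enrichment with 100 mg of dioxane per litre. The second PCR product, of 420 bp, was read by paired-end Illumina MiSeq sequencing. The authors clustered the reads into OTUs at 97% similarity and deposited each OTU as a percent of its library, with its nearest reference gene and its SDIMO group. The OTUs listed for Consortium A (82) and Consortium B (108) sum to 100% of the library. Those listed for Soil A (75) sum to 79.4%, and those for Soil B (68) to 70.1%. No OTU under 0.199% of Soil A or 0.301% of Soil B is listed, so rarer soil genes are not covered. Here the share of a group is the sum over its listed OTUs, as a percent of the whole library. The lists give no number of reads, so the depth is unknown and no counting error is given. With 1 library per condition there are no replicates, and no p-values were computed.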

The diversity of SDIMO genes in both consortia decreased compared with the original soil samples. 

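In both consortia a few SDIMO OTUs held most of the reads, whereas in the soils the listed reads were spread more evenly over many OTUs. The 5 most abundant OTUs took 72.6% of Consortium A and 88.8% of Consortium B. In the soils the same number of OTUs took 26.1% (Soil A) and 24.7% (Soil B). The Shannon index over the listed OTUs was 3.75 in both soils, 2.50 in Consortium A and 1.80 in Consortium B. The inverse Simpson index was 26.7 in Soil A and 6.94 in Consortium A. It was 24.5 in Soil B and 3.62 in Consortium B. The number of listed OTUs, which counts rare and common OTUs alike, was 1.09 times that of the soil in Consortium A and 1.59 times in Consortium B. The soil lists leave out rare OTUs, so the soil numbers are lower bounds. When only OTUs of at least 0.3% were counted in every library, a minimum chosen after the lists were seen, Soil A had 55 and Consortium A 24, and Soil B had 68 and Consortium B 13.

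**Figure D1:**
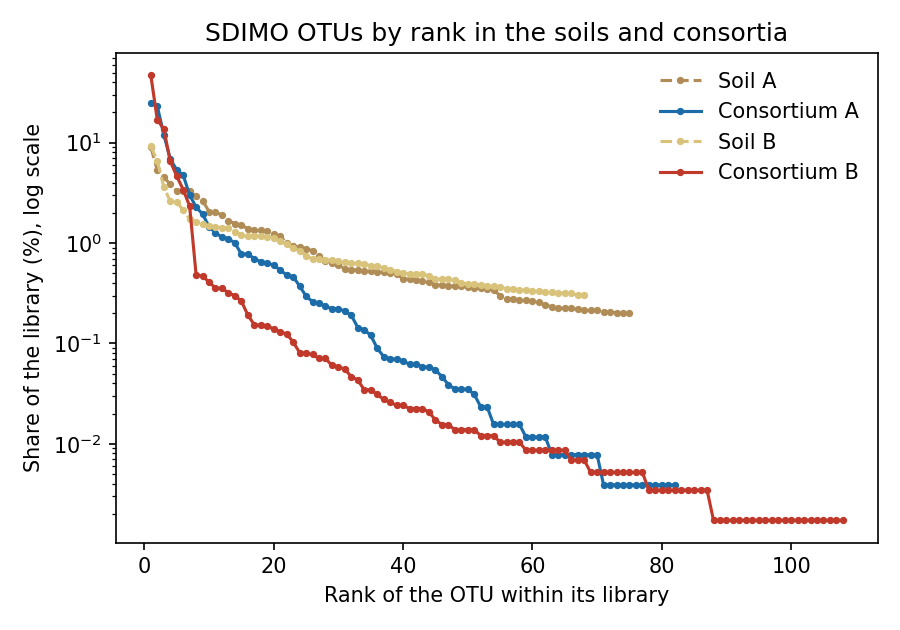
Share of the library (percent, log scale) of each listed OTU against its rank within the library, for the 2 soils (dashed) and the 2 consortia (solid). Each point is 1 OTU. The consortium lines start higher and fall far more steeply, and the soil lines end at 0.199% and 0.301%, where the lists stop.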

The dominant SDIMO genes in Consortium A corresponded to a group 6 SDIMO (98.81%); while in Consortium B, SDIMO genes from both groups 5 (47.27%) and 6 (51.88%) were observed. These represent threefold to sevenfold increases, respectively, relative to the original soil samples (Fig. 4). 

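Nearly all SDIMO reads of Consortium A belonged to group 6, and those of Consortium B were divided between groups 5 and 6. Group 6 held 98.8% of Consortium A in 61 OTUs and 51.9% of Consortium B in 58 OTUs. Group 5 held 0.560% of Consortium A in 5 OTUs and 47.3% of Consortium B in 19 OTUs. A single group 5 OTU, OTU_1, nearest to the gene of Mycobacterium goodii, made up 47.0% of Consortium B and 0.463% of Consortium A. The 3 most abundant group 6 OTUs were the same in both consortia, and all were nearest to Mycobacterium chubuense. OTU_2 held 25.1% of Consortium A and 16.9% of Consortium B. OTU_142 held 23.1% and 13.7%, and OTU_4 held 12.1% and 6.56%. The consortia share 73 OTU numbers, 55 of them of group 6, and every shared number has the same reference gene in both lists or has none in either. Some group 6 OTUs of Consortium A were scarce in Consortium B. OTU_9, singled out after its values were seen, held 4.76% of Consortium A and 0.124% of Consortium B, and OTU_18, chosen likewise, held 1.10% and 0.0138%.

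**Figure D2:**
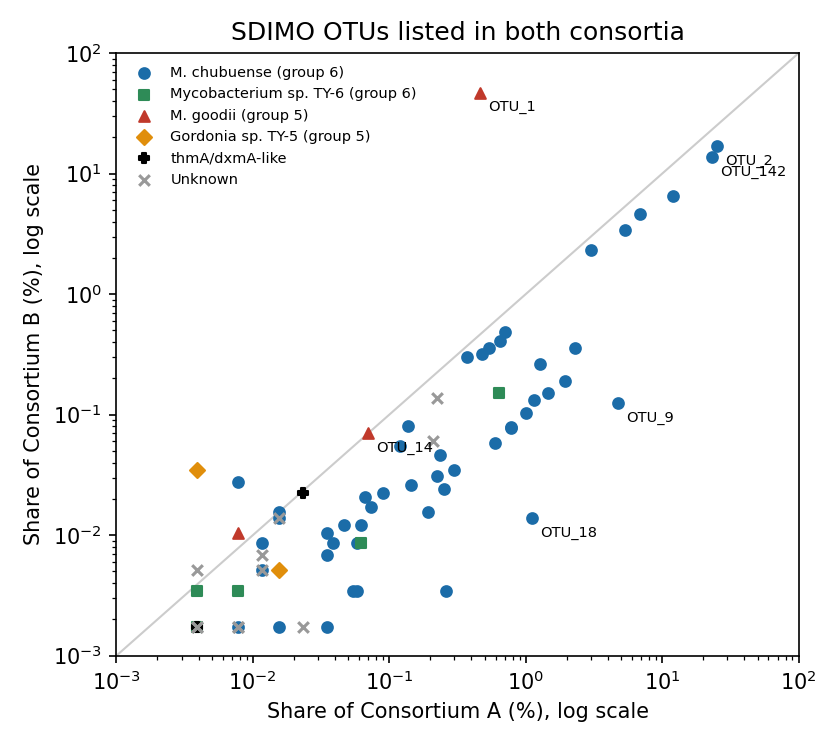
Share of Consortium B (percent, log scale, vertical) against share of Consortium A (percent, log scale, horizontal) for the 73 OTUs listed in both consortia. Each point is 1 OTU, marked by its nearest reference gene or group, and the line marks equal shares. The leading group 6 OTUs lie in a row just below the line, while OTU_1 lies far above it and OTU_9 and OTU_18 far below.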

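From soil to consortium, group 6 rose in both pairs, while group 5 rose in B and fell in A. Group 6 held 18.2% of Soil A and 10.8% of Soil B, so its share in the consortium was 5.42 times that in the soil for A and 4.78 times for B. Group 5 held 5.03% of Soil B, and its share in Consortium B was 9.41 times as high. In Soil A group 5 was the largest group, at 26.04%, and its share in Consortium A was 0.0215 times that value. The nearest references of the group 6 reads in the soils were chiefly clone S5, with 15.8% of Soil A and 10.4% of Soil B. Group 5 in Soil A was led by Pseudonocardia asaccharolytica, with 14.8%, and in Soil B by clone L5-13, with 2.23%. The soil reads outside the listed OTUs have no group, so the rises given above are the highest that these reads allow. The authors' summary sheet takes the soil shares over the listed OTUs alone. It gives ratios of 4.30 for group 6 in A, 3.35 for group 6 in B and 6.58 for group 5 in B. If all unlisted soil reads belonged to the group in question, group 6 would still be 2.54 times higher in Consortium A and 1.27 times higher in Consortium B. Group 5 would be 1.35 times higher in Consortium B. These limits were computed after the lists were seen, and they leave the Unknown class of the soils as the authors placed it. They also treat the groups of soils and consortia as called with the same references, which the lists cannot show. For group 5 in A, unlisted soil reads could only make the fall larger.

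**Figure D3:**
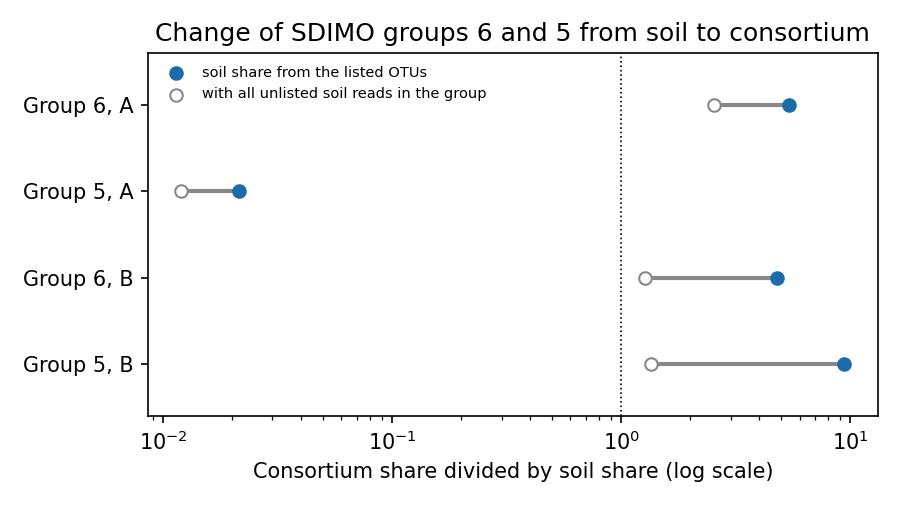
Share in the consortium divided by share in the soil (log scale) for groups 6 and 5 in A and B. Filled points take the soil share from the listed OTUs, and open points add all unlisted soil reads to the group. The dotted line marks no change, and only group 5 in A lies to its left, where the open point is a larger fall and not a limit.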

In both consortia, the relative abundance of *thmA/dxmA* gene was negligible (0.03%), which is consistent with the negative amplification of these genes by qPCR (Fig. S4).

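Sequences like thmA/dxmA were listed in the nested PCR libraries of both consortia at low shares. They made up 0.0272% of Consortium A in 2 OTUs and 0.0293% of Consortium B in 4 OTUs. Most of this came from OTU_5, nearest to Pseudonocardia dioxanivorans, with 0.0233% of Consortium A and 0.0224% of Consortium B. Consortium B also had OTUs nearest to Rhodococcus sp. RR1 (0.00345%) and Pseudonocardia sp. ENV478 (0.00172%). The latter is the lowest share listed for that consortium, and the former is close to it. The authors' key places the gene of Rhodococcus sp. RR1 with thmA but describes it as a propane monooxygenase (prmA). The other group 5 genes held 20.6 times as large a share as thmA/dxmA in Consortium A and 1612 times as large a share in Consortium B. No thmA/dxmA-like OTU is listed in either soil, but the soil lists stop at shares well above those found in the consortia. From its acetylene inhibition test, the paper proposes that monooxygenases took part in dioxane degradation. From the lack of a thmA/dxmA signal in qPCR, it proposes that the genes responsible were likely those of other monooxygenases. It sets the low share of thmA/dxmA among the sequenced products beside the qPCR result.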

**Figure 4:**
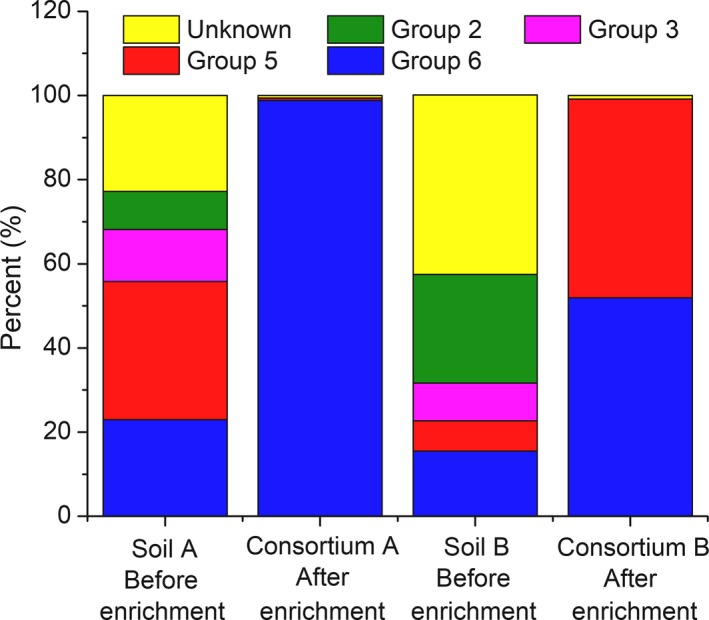
SDIMO gene sequencing of nested PCR products from the original soil samples and enriched consortia. ‘Group 2′, ‘Group 3′, ‘Group 5′ and ‘Group 6′ indicate a high similarity (> 93%) with groups 2, 3, 5 and 6 soluble di‐iron monooxygenase hydroxylase (SDIMOs) alpha subunit genes respectively. ‘Unknown’ indicates no significant similarities with any SDIMO gene sequences available on NCBI. The percentages bars represent the fractions of different SDIMO gene groups in the two consortia. These sequence data were submitted to the GenBank database under accession number SRP103872.

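Groups 2 and 3 and the Unknown class together held a large part of the reads of both soils and little of those of the consortia. The OTUs of the soils are numbered separately from those of the consortia. Group 2 held 7.17% of Soil A and 18.1% of Soil B, where OTU_5, nearest to clone 7N21-57, alone held 9.29%. Group 3 held 9.82% of Soil A, chiefly nearest to clone 3N21-114 (6.48%), and 6.30% of Soil B, chiefly nearest to clone 7-0-26 (3.91%). The authors placed OTUs nearest to clone 7-0-26 in both groups in Soil A and in group 3 alone in Soil B, so the division between groups 2 and 3 is unsure by its share. No OTU of group 2 or 3 is listed in either consortium. The Unknown class fell from 18.1% of Soil A to 0.599% of Consortium A, and from 29.9% of Soil B to 0.826% of Consortium B. In Soil A, 15 of the 27 Unknown OTUs have a named reference gene, and these hold 13.9% of the library. The most abundant of them is OTU_7, nearest to clone ASM-7, with 3.30%. In Soil B, 12 of the 28 Unknown OTUs have one, and these hold 10.2%. The most abundant Unknown OTU of Soil B, OTU_12 with 6.57%, has none. The Unknown class is spread over 14 OTUs in Consortium A and 27 in Consortium B, so as a share of OTUs it is far larger than as a share of reads, at 17.1% and 25%. The lists give no similarity between an OTU and its reference, so the threshold of 93% was not checked.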

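The nearest reference gene was from the genus Mycobacterium for almost all SDIMO reads of the consortia and for none of the listed soil OTUs. Mycobacterium references took 64 OTUs and 99.4% of Consortium A, and 75 OTUs and 99.1% of Consortium B. Mycobacterium chubuense, in group 6, was nearest to 98.1% of Consortium A and 51.6% of Consortium B. Mycobacterium goodii, in group 5, was nearest to 0.541% of Consortium A and 47.2% of Consortium B. Mycobacterium sp. TY-6, in group 6, was nearest to 0.719% and 0.321%. Mycobacterium smegmatis and Mycobacterium sp. ENV421 are not named for any listed OTU. In the soils, uncultured or environmental clones were nearest to 52.9% of Soil A and 47.6% of Soil B. Pseudonocardia genes were nearest to 22.3% of Soil A and 2.05% of Soil B. Each name is that of the closest known gene and does not identify the organism that carries the OTU. The paper describes the same database for soils and consortia, while their lists name largely different references. The lists alone cannot decide whether the reference sets differed, which would by itself change the contrast in genus.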

The prevalence of such SDIMOs is consistent with the observed enrichment of *Mycobacterium* spp., as previous studies have reported that groups 5 and 6 SDIMO genes are harboured by *Mycobacterium* spp. These include group 5 SDIMO genes in *Mycobacterium semegmatis* MC^2^ 155 and *Mycobacterium goodii* strain 12523 (Furuya *et al*., 2011), and group 6 SDIMO genes in *Mycobacterium chubuense* NBB4 (Coleman *et al*., 2006, 2011), *Mycobacterium* sp. TY‐6 (Kotani *et al*., 2006) and *Mycobacterium* sp. ENV421 (Masuda *et al*., 2012). This underscores the need for further research on SDIMO genes and enzymes involved in dioxane biodegradation to develop novel biomarkers that can be useful for forensic analysis and performance assessment of bioremediation and natural attenuation at dioxane‐impacted sites.

Overall, these data suggest that dioxane catabolic capacity may be found even in some uncontaminated soils and that such bacteria can be enriched from such soils to broaden bioaugmentation applications to bioremediate sites experiencing negligible dioxane degradation potential.

## Experimental procedures

### Enrichment of dioxane‐degrading bacteria consortia

Two dioxane‐degrading bacteria consortia (designated as Consortium A and Consortium B) were enriched from garden soil that had no known previous exposure to dioxane. Soil samples were obtained from the Rice University campus (Houston, TX, USA) at a depth of 5 cm from the soil surface. Two samples (corresponding to the two consortia) were collected at two different spots (10 m away) at different seasons (in September 2015 and March 2016). A dark soil sample collected from an area near bushes and trees was used for the enrichment of Consortium A, while a lighter yellowish soil sample from a grassy area was used to enrich Consortium B. No dioxane was detected in these soils (detection limit < 5 μg l^−1^).

Soil samples (5 g of soil in 10 ml of deionized water) were vortexed vigorously on a Vortex‐Genie^®^ 2 (MO BIO Laboratories, Inc. Carlsbad, CA, USA, at the maximum speed for 10 min, and the aqueous phase was used as the initial inoculum of the enrichment. A series of 10‐fold dilutions (Xing *et al*., 2010) were performed for each sample each week, using ammonium mineral salts (AMS) medium (Parales *et al*., 1994; Li *et al*., 2010) amended with 100 mg l^−1^ of dioxane as the sole source of carbon. Amphotericin B solution (2.5 mg l^−1^) (Sigma‐Aldrich, St Louis, MO, USA) was added to the medium to avoid the growth of fungus, which could confound assessment of dioxane biodegradation by bacteria. All samples were kept at 30°C while shaking on a Digital Linear Shaker (Scilogex, Rocky Hill, CT, USA) at 150 rpm.

After 12 cycles of enrichment for approximately 3 months, rapid dioxane biodegradation was sustained at relatively constant rates by both consortia. However, isolation of pure strains that metabolize dioxane was unsuccessful using agar plates prepared with 1.5% molecular grade agar and AMS amended with 100 mg l^−1^ of dioxane. The failure to isolate dioxane degraders was partially due to the fact that some bacteria in the enriched consortia grew on the plates using agar, rather than dioxane, as carbon source. Thus, the enriched consortia were used for further studies.

### Dioxane degradation rates and bioaugmentation studies

Dioxane degradation capabilities by these consortia were benchmarked against those of two archetype degraders: *Pseudonocardia dioxanivorans* CB1190 (Parales *et al*., 1994) and *Mycobacterium dioxanotrophicus* PH‐06 (Kim *et al*., 2009; He *et al*., 2017). Both reference strains (CB1190 or PH‐06) and the two consortia were grown in AMS medium with dioxane as the only carbon source, and were harvested in exponential stage by centrifuging and washing with AMS medium for three times. Batch biodegradation assays were conducted in 250 ml bottles amended with 100 ml of AMS medium with an initial dioxane concentration of 500 mg l^−1^, while shaking similarly on a Digital Linear Shaker (Scilogex) at 150 rpm. The initial biomass concentrations (measured as protein content) were 25 mg l^−1^ for CB1190, 32 mg l^−1^ for PH‐06, 19 mg l^−1^ for Consortium A and 30 mg l^−1^ for Consortium B.

Microcosms prepared with dioxane‐impacted groundwater from a site in Seattle, WA, USA, that was not exhibiting intrinsic biodegradation capabilities. A low initial concentration of dioxane (300 μg l^−1^) was used to assess the potential of these consortia for bioaugmentation of contaminated sites where dioxane might be present at insufficient concentrations to induce and/or sustain an active degrading indigenous community. The concentrations of cocontaminants in the groundwater, such as chlorinated solvents and BTEX, were very low (< 6 μg l^−1^ for organic contaminants and < 15 mg l^−1^ for heavy metals) or non‐detectable (Table S1). The initial bacterial biomass concentrations in this study were 20 mg l^−1^ for CB1190, 35 mg l^−1^ for PH‐06, 48 mg l^−1^ for Consortium A and 18 mg l^−1^ for Consortium B. This study was conducted at 15°C to mimic the actual average groundwater temperature.

### Dioxane and biomass analytical procedures

To measure the dioxane concentrations in the original soil samples, 5 g of soil was mixed with 10 ml of deionized water and vortexed vigorously on a Vortex‐Genie^®^ 2 (MO BIO Laboratories, Inc.) at the maximum speed for 10 min. The extracted dioxane concentration in the aqueous phase was measured as detailed below, and the total dioxane mass contained in the 10 ml of extract was divided by the initial 5 g of soil to calculate the soil concentration.

Liquid samples were filtered through 0.22 μm syringe filters, and dioxane was extracted by the liquid/liquid frozen micro‐extraction method using dichloromethane as the solvent (Li *et al*., 2011). Dioxane concentrations were measured using an Agilent 7820A gas chromatograph equipped with a 5977E mass spectrum detector.

Total biomass was quantified as the total protein concentration using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, Rockford, IL, USA). Serial dilutions of the bovine serum albumin (BSA) standard were prepared for calibration.

Bacterial growth on dioxane was assessed per increase in optical density at 600 nm (OD_600_). Even though both consortia clumped to a much lower extent than the two archetype dioxane degraders (CB1190 and PH‐06), the bacterial suspensions were not as uniform as that of other non‐aggregating bacteria. Thus, before the measurement of OD_600_, the bacterial cultures were put into a 1.5 ml centrifuge tube and sonicated for 10 min in a 5510 Branson Ultrasonic Cleaner (Sigma‐Aldrich) at 40 kHZ. The OD_600_ was then measured with a Ultrospec™ 2100 *pro* UV/Visible Spectrophotometer (GE Healthcare, Little Chalfont, UK).

### Microbial community analyses

16S rRNA gene sequencing was used to determine the microbial community composition of the original soil samples and the enriched two consortia. DNA from the original soil samples was extracted using PowerSoil^®^ DNA Isolation Kit (MO BIO Laboratories, Inc.). DNA from bacteria was extracted from bacteria biomass harvested in exponential growth phase, when half or more of the added dioxane (100 mg l^−1^) was consumed. The extraction kit was the UltraClean^®^ Microbial DNA Isolation Kit (MO BIO, Carlsbad, CA, USA). The V4 region of the 16S rRNA gene was amplified by PCR using the forward 515F and reverse 806R primers (Caporaso *et al*., 2011). Sequencing was performed at MR DNA (www.mrdnalab.com, Shallowater, TX, USA) by Illumina MiSeq paired‐end sequencing (approximately 2 × 300 bp as the read length). Sequence data were processed using MR DNA analysis pipeline. Operational taxonomic units (OTUs) were defined by clustering at 3% divergence (97% similarity) (Konstantinidis and Tiedje, 2005). Final OTUs were taxonomically classified using BLASTn against the RDPII (http://rdp.cme.msu.edu) and NCBI (www.ncbi.nlm.nih.gov ) databases.

### Real‐time quantitative PCR (qPCR)

qPCR analysis of the bacterial DNA was conducted to determine the presence and abundance of 16S rRNA and *thmA/dxmA* genes (Li *et al*., 2013a). 16S rRNA was used as a positive control to show amplification of genes unrelated to degradation of dioxane. qPCR mixture contained 10 ng of genomic DNA, 300 nM of forward and reverse primers, 150 nM of fluorogenic probe, 10 μl of TaqMan universal master mix II (Applied Biosystems, Foster City, CA, USA) and DNA‐free water, to a total volume of 20 μl. qPCR was performed in a CFX 96™ Real‐Time System (Bio‐Rad, Hercules, CA, USA) with the following temperature set up: 50°C for 2 min, 95°C for 10 min and 40 cycles of 95°C for 15 s and 60°C for 10 min. Serial dilutions (10^−4^ to 10 ng of DNA μl^−1^) of the extracted genomic DNA of CB1190 were used to prepare the calibration curves and determine the amplification efficiency for the tested genes.

### Analysis of soluble di‐iron monooxygenase (SDIMO) genes

Previously designed degenerate primers, NVC57, NVC58, NVC65 and NVC66, to target conserved regions in the soluble di‐iron monooxygenases (SDIMO) alpha subunit gene (Coleman *et al*., 2006) were used to examine the presence and diversity of SDIMO genes in the original soil samples and the two consortia. A nested PCR strategy was used to increase the PCR product yield. In the first run, the PCR mixture contained 1 μl of NVC65 and NVC58 primer mixture (10 μM), 20 ng of the extracted genomic DNA, 12.5 μL of KAPA HiFi HotStart ReadyMix (2X) (KAPA Biosystems, Wilmington, MA, USA) and nuclease‐free water to yield a total volume of 25 μl. PCR was performed in a Bio‐Rad T100™ Thermal Cycler (Bio‐Rad) with the following temperature profile: initial denaturation (94°C, 5 min), then 29 amplification cycles (94°C for 30 s, 55°C for 30 s, 72°C for 1 min per kb) and a final extension (72°C for 5 min) (Coleman *et al*., 2006). The length of the PCR products in the first run was checked by 1% agarose gel, and DNA bands of the correct size (1100 bp) were excised and purified. Twenty nanograms of the purified PCR product was used as the DNA template in the second run, with the second set of primers (NVC57 and NVC66). The purified product (420 bp) from the second PCR was sent to MR DNA (www.mrdnalab.com, Shallowater, TX, USA) for Illumina MiSeq paired‐end sequencing (approximately 2 × 300 bp as the read length). Sequence data were processed using MR DNA analysis pipeline. Operational taxonomic units (OTUs) were defined by clustering at 3% divergence (97% similarity) (Konstantinidis and Tiedje, 2005). 

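All reference genes named for the OTUs of the consortia come from named bacteria, while most of those named for the soils are uncultured clones. The consortium lists name 10 reference genes, and none of them is a clone. The soil lists name 33, of which 25 are clones. Pseudonocardia halophobica was nearest to OTUs of both soils and both consortia, and Gordonia sp. TY-5 to OTUs of Soil B and both consortia. The references shared with the soil of the same pair held 0.00389% of Consortium A (Pseudonocardia halophobica alone) and 0.0414% of Consortium B (both). The 7 references of Consortium A are all among the 10 of Consortium B. No reference is named for 12 OTUs of Soil A (4.27%), 16 of Soil B (19.7%), 6 of Consortium A (0.327%) and 15 of Consortium B (0.176%). The authors' key describes the genes of Mycobacterium goodii, Mycobacterium sp. TY-6 and Gordonia sp. TY-5 as propane monooxygenases, with phenol as a further substrate for that of Mycobacterium goodii.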

A database including all of the currently reported SDIMO genes on NCBI was created and used to taxonomically classify the final OTUs.

### Statistical analysis

All treatments were conducted in triplicate. Statistical significance of differences between experimental treatments was assessed using two‐tailed unpaired Student's *t*‐test at the 95% confidence level.

## Conflict of Interest

None declared.

How the deposited data were processed for this re-analysis (not part of the article)

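Nested PCR products of the SDIMO alpha subunit gene were measured in 4 libraries: the original soils (Soil A and Soil B) and the consortia enriched from them (Consortium A and Consortium B). The authors amplified a product of 1100 bp and then an inner product of 420 bp, sequenced it on an Illumina MiSeq and processed the reads with the MR DNA pipeline. OTUs were clustered at 97% similarity and classified against SDIMO genes on NCBI. The versions of these tools, the filters on reads and the number of reads per library are not given in the sources used here.

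The deposited values are in percent, computed by the authors: the percent of the library for each OTU, and the percent for each SDIMO group in a summary sheet. For the consortia the OTUs sum to 100%, and the summary sheet equals the sums over OTUs. For the soils the listed OTUs sum to 79.4% and 70.1%, and the summary sheet is close to the sums over OTUs divided by those totals. The match is not exact in Soil B, where the Unknown class is 42.66% in the summary sheet and 42.61% by that division. The depth is unknown because the lists give no read numbers, and no interval or detection limit is given. The labels of the soil samples and the paper's methods differ on the DNA kit and on the carbon source. The samples were taken as the original soils, as in Fig. 4.

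Each OTU kept the group and the nearest reference gene that the authors gave it, with the spelling of names made uniform. From these lists the share of each group, the ratio of consortium to soil, the number of OTUs, the Shannon and inverse Simpson indices, the share of thmA/dxmA-like OTUs, the share with a Mycobacterium reference and the references shared between libraries were computed. Group shares are percentages of the whole library, and diversity indices are over the listed OTUs. Soil A was compared with Consortium A and Soil B with Consortium B, without a test, because there is 1 library per condition. Summing, ratios and indices were tested on 200 simulated pairs of libraries with known answers. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

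Apart from OTU_9 and OTU_18, chosen after their values were seen, the OTUs and references named in the text follow a rule set before the data were examined. They are the 5 most abundant OTUs of each library, the 3 most abundant of each SDIMO group, the references of these OTUs, every reference the paper names, and the 5 references that rose most and fell most in each of A and B. Host genera were counted by lists also set then. No listed OTU had a reference from a methanotroph or from the other genera of Fig. 3 on those lists. The alternatives were another denominator without the Unknown class, counting OTUs in place of reads, the authors' summary sheet, thmA/dxmA counted within group 5, odds ratios, other diversity indices, OTUs merged by reference, and a Mycobacterium share without Unknown. A minimum of 0.3% in every library, the unlisted soil reads counted in 1 group, and thmA/dxmA without Rhodococcus sp. RR1 were added later. Results of 16S rRNA sequencing, degradation tests and qPCR are not analysed here.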

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

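The tests in this part were all chosen after the results were seen. From soil to consortium, the share of group 5 changed by a factor of 0.0215 in A and of 9.41 in B, in opposite directions, and the difference was not tested because each is 1 pair of libraries. The OTUs missing from the soil lists do not by themselves account for the whole rise in B. With every unlisted read of Soil B counted in group 5, and the Unknown class left as placed, the share was still 1.35 times higher in Consortium B. The opposite directions themselves argue against a shift of the same size in both pairs, such as that from a change of DNA kit, since the ratio of group 5 to group 6 changed by a factor 496 times as large in B as in A. In A, dilution by group 6 reads leaves group 5 with a like part of the other listed reads (42.6% in Soil A, 47.2% in Consortium A). The unlisted 20.6% of Soil A is left out of this part and of the dilution values that follow. Under such dilution the leading group 5 OTU of Consortium A, nearest to Mycobacterium goodii, would need 23.9% of Soil A. It would need more if unlisted reads lay outside group 6. The leading group 5 OTU of Soil A held 5.30% and was nearest to a different gene, that of Pseudonocardia asaccharolytica. By dilution alone, groups 2 and 3 would together hold 0.330% of Consortium A, and Pseudonocardia asaccharolytica 0.286%, but none of these is listed there. These absences cannot decide, because a different reference set for the consortia could have placed such reads in the Unknown class. That class held 0.599% of Consortium A. The share needed by the leading OTU argues against dilution as the whole cause, because no OTU listed in Soil A held over 9.10%. A kit effect that depends on the soil, and a biological difference between the soils, which were collected at different spots and in different seasons, stay open and untested.

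The paper does not discuss 2 references that were above the lowest listed share of the matching soil and are not listed there. Rhodococcus imtechensis was nearest to 0.268% of Consortium A, and Rhodococcus sp. SMV106 to 0.471% of Consortium B. The authors placed the OTUs of both in the Unknown class.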

How the results depend on the processing

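The minimum of 0.3%, the count of unlisted soil reads in 1 group and the omission of Rhodococcus sp. RR1 were chosen after seeing the data; the other alternatives were not. Under every alternative run, group 6 in A and B and group 5 in B rose from soil to consortium, and group 5 in A fell. Values follow in the order group 6 in A, group 5 in A, group 6 in B, group 5 in B. Without the Unknown class, the shares of the consortia were 99.4%, 0.563%, 52.3% and 47.7%, and the ratios to soil were 3.34, 0.0133, 1.94 and 3.82. As a share of OTUs, they were 74.4%, 6.10%, 53.7% and 17.6%, with ratios of 5.58, 0.241, 4.06 and 1.50. With OTUs of at least 0.3%, they were 99.5%, 0.479%, 51.1% and 48.4%, with ratios of 4.17, 0.0142, 3.30 and 6.76. The authors' summary sheet left the consortium shares as they were and gave ratios of 4.30, 0.0171, 3.35 and 6.58, because its soil shares are over the listed OTUs alone. Odds ratios were 374, 0.0160, 8.86 and 16.9. With all unlisted soil reads in the group, the ratios were 2.54, 0.0120, 1.27 and 1.35. This bounds the rises only if the Unknown class of the soils holds no genes of groups 5 and 6, and can only deepen the fall of group 5 in A. It also takes the groups of soils and consortia as called with the same references. With thmA/dxmA inside group 5, its share of Consortium A was 0.587%. The number of OTUs, higher in the consortia, reversed under most alternatives, and the cause was not tested beyond the minimum of 0.3%, which holds every list to the same lowest share. The ratio of consortium to soil in A and B was 0.666 and 0.480 for the Shannon index, 0.260 and 0.148 for the inverse Simpson index, 0.653 and 0.433 for Pielou evenness, and 0.361 and 0.625 with OTUs merged by reference. At a minimum of 0.3% it was 0.436 and 0.191 for the number of OTUs and 0.649 and 0.428 for the Shannon index. The ratios without that minimum compare lists with different lowest shares, and merging depends on reference sets that may differ between soils and consortia. With Unknown OTUs left out, the ratio for the number of OTUs stayed above 1, at 1.42 and 2.025. The thmA/dxmA share was the same with every reference so named, and in Consortium B it was 0.0259% without Rhodococcus sp. RR1. The Mycobacterium share without Unknown was 99.95% in Consortium A and 99.93% in Consortium B. Among references of at least 0.3% in both libraries, the soils and their consortia shared 0, and the consortia shared 3 with each other. Of 56 further values for the soils and the Unknown class, 37 were higher, 5 lower and 14 equal, at 0 to 30.3 times the value reported. The largest moves were those of the Unknown class, which made up 17.1% of the OTUs of Consortium A and 25% of those of Consortium B, and 0% of Consortium A with OTUs of at least 0.3%. A minimum of 10 reads, a similarity of at least 97% and thinning to equal depth were not run, because the lists hold no read numbers and no similarities. Each ratio is within a pair of soil and consortium, and no test over the 2 pairs was run. As the depth is unknown, no counting error is given for small shares such as those of thmA/dxmA.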

Differences from the paper's values

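Of the settings in this part, only the minimum of 0.3% was chosen after the result was seen. The paper's text gives a 3-fold increase over the original soils as the lowest for group 6 in A and groups 5 and 6 in B, and the lowest of these was 4.78 here. The authors' summary sheet, set as an alternative before the data were examined, gave 3.35, within 1.5 times the paper's value. At the upper end, the paper's 7-fold increase stands beside 9.41 here and 6.58 from the summary sheet, both within 1.5 times. The soil shares shown in Fig. 4 equal those of the summary sheet after rounding. For group 6 they are 23% and 22.97% in Soil A, and 15% and 15.49% in Soil B. The paper's soil shares are therefore over the listed OTUs alone, and the higher ratios here come from the larger denominator of the soil shares. At the lower end, the denominators without Unknown (1.94), the share of OTUs (1.50) and the odds ratio (8.86) were not within 1.5 times the paper's value. At the upper end, the denominator without Unknown (3.82) and the odds ratio (374) were not, and the share of OTUs (5.58) was. The minimum of 0.3%, chosen after seeing the values, gave 3.30 and drops none of these groups.

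The paper states that the diversity of SDIMO genes fell in both consortia. The number of listed OTUs was 1.09 times that of the soil in A and 1.59 times in B. These counts are at unlike minimum shares and do not contradict the paper. The soil lists stop at 0.199% and 0.301%, while those of Consortium A and B run down to 0.00389% and 0.00172%. The Shannon, inverse Simpson and Pielou indices and the number of OTUs merged by reference were lower in both consortia. For the Shannon index the ratios were 0.666 and 0.480. These measures also compare lists with different lowest shares, and merging depends on reference sets that may differ. The number of OTUs of at least 0.3%, a minimum chosen after seeing the values, was lower too, with ratios of 0.436 and 0.191.

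The legend of Fig. 4 describes the Unknown class as without significant similarity to SDIMO genes on NCBI. In the deposited lists, 76.5% of the Unknown share of Soil A, 34.1% of that of Soil B, 45.5% of that of Consortium A and 78.7% of that of Consortium B has a named reference gene. The remainder has none.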

Other observations

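The tests in this part were all chosen after the results were seen. The group 6 OTUs of the 2 consortia that are listed in both carry the same references, and 11 of the 19 with at least 0.1% in both consortia have a ratio of A to B between 1.25 and 1.84. These 11 hold 79.3% of the group 6 share of Consortium A and 95.4% of that of Consortium B. Group 6 reads of Consortium B carried over from the library of Consortium A as their only source would give a single ratio. The highest of the 19 ratios was instead 30.6 times the lowest. Carried-over reads would bring the other 8 OTUs along at the ratio of the 11, but these 8 had ratios of 4.22 to 38.3. The spread does not decide whether 1 template lies behind all group 6 OTUs, because variants made separately in each library need not keep a single ratio. Whether the 11 OTUs are variants of 1 template, several genes in the same organisms or genes of similar organisms in both soils was not tested, because sequences were not used here.

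The reference genes of the soils are not those of the consortia, apart from 2. The soil lists name 25 uncultured clones and the consortium lists none, which is consistent with different reference sets for the soil and consortium tables. The paper's methods describe the same database of reported SDIMO genes for all OTUs. The lists alone cannot decide this, and different sets cannot be told apart from a replacement of the soil genes by those of cultured relatives during enrichment, since the soils and consortia are also the 2 groups compared. Of the references named in both, Pseudonocardia halophobica was placed in group 5 in the soils and in the Unknown class in the consortia.

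The lists of Soil A and Soil B share 17 OTU numbers, of which 14 have the same reference gene and 12 the same class. OTUs were therefore not matched by number between the soils. Clone 7-0-26 is the reference of OTUs placed in group 2 (1.50% of Soil A) and in group 3 (1.35% of Soil A and 3.91% of Soil B). Rhodococcus references made up 0.268% of Consortium A and 0.652% of Consortium B, and none is listed in the soils. Other actinobacteria, all Gordonia sp. TY-5, made up 0.0194% of Consortium A, 0.0397% of Consortium B and 0.429% of Soil B. The references that fell most from soil to consortium were clone S5, Pseudonocardia asaccharolytica, clone ASM-7 (8.70% of Soil A), clone 3N21-114 and clone 3-0-22 (4.17% of Soil A) in A. In B they were clone S5, clone 7N21-57 (10.2% of Soil B), clone 7-0-26, clone 7N21-39 (3.65% of Soil B) and clone L5-13. None of these is listed in the consortium of its pair.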
